A study of Mus musculus with 12 samples.

How the data were processed

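RNA was sequenced from mouse embryos (strain C57Bl/6) in which Eftud2, the gene of a GTPase of the U5 small nuclear ribonucleoprotein of the spliceosome, was altered in neural crest cells. Per the labels, the 12 libraries fell into 4 groups of 3, namely heterozygous (control) and homozygous mutant embryos at embryonic day 9.0 (E9.0) and at E9.5. Per the labels' protocols, yolk sacs were used for genotyping, somites were counted at dissection, heads were stored in RNAlater, total RNA was extracted with an RNeasy kit and standard Illumina libraries were prepared. The labels disagreed on the tissue: the source is given as neural crest cells, the tissue as cranial nerve ganglia, and the protocol speaks of whole heads. The levels are therefore described here by library and group, and no cell type is assumed. Somite numbers and the number of embryos per library are not stated in the labels, and the Cre driver is not named in them.

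The authors deposited 1 table of raw counts, with 24421 gene symbols and 12 library columns. Its values are whole numbers that sum to a different total in each library, and no normalization had been applied to them. The aligner, the counting tool, the genome build, the annotation and the strand setting are not stated in the labels or in the header. No coordinates are therefore printed, and overlapping genes, antisense genes and close paralogs are treated as uncertain. GENCODE M21 (GRCm38) was used only for gene names, overlaps, transcript length and GC content. In that annotation 23376 symbols were matched directly, 669 through a synonym in RefSeq, and 376 were not matched. All 12 columns were matched to samples, and 0 columns were left without a sample. Counts per gene cannot show splicing, so the splicing of Mdm2 was not analysed here.

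Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by group, which kept 14810 genes and left out 9611 symbols that held at most 0.0778% of the counts of any library. Libraries were scaled with TMM factors. Differential expression was tested with edgeR's quasi-likelihood F test with robust dispersions, in 1 model with a mean for each of the 4 groups, so that all 12 libraries shared the estimate of the spread. P-values were adjusted with the Benjamini-Hochberg method over the 14810 genes, the threshold was 0.05, and all tests were two-sided. The common biological coefficient of variation was 8.77% and the median prior degrees of freedom were 8.11. The contrasts were homozygous against heterozygous at E9.0, the same at E9.5, the average of both, their difference (the interaction of genotype and stage), and E9.5 against E9.0 within each genotype. Log2 fold changes are given with standard errors taken as the fold change divided by the square root of its F statistic. Levels are CPM, counts relative to the TMM-scaled library size, as mean ± SD of 3 libraries. For single genes an exact two-sided permutation test of the CPM values was added, whose smallest possible p with 3 libraries against 3 is 0.1.

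The 14 gene lists tested here and a list of sex-linked genes were written from general knowledge before the data were examined, as were the contrasts, the tests of these contrasts and lists, the rule for naming genes and all alternatives except those named below as added. Lists of boundary, forebrain and hindbrain genes were written after results had been seen. The 14 lists were tested with limma's camera on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, and the p-values were adjusted over the 28 tests of both stages. They held p53 targets, migrating neural crest, facial ectomesenchyme, neural progenitors, early neurons and ganglia, erythroid cells, endothelium, yolk sac endoderm, heart muscle, trunk Hox genes, proteins of the U5 snRNP and tri-snRNP, mitosis, the ATF4 stress response, and hypoxia with glycolysis. The list of sex-linked genes was only described per library. List tests of the stage difference were adjusted over 14 tests. The genes named are Eftud2, Mdm2, Trp53, Cdkn1a and Ccng1; the 5 largest rises and 5 largest falls of each genotype comparison among genes past the threshold, with at least 10 counts on average and no overlap between the groups; the 3 largest rises and falls of the interaction and of the stage comparison in heterozygous embryos; and list members past the threshold at either stage. Genes outside this rule are said to be chosen after their values were seen. Some genes that the rule selects are not reported here.

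The alternatives were other scaling factors (RLE, upper quartile, total counts only), DESeq2, limma-voom, no filter, a mean of at least 50 counts, dispersions without robust estimation, only the groups compared, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, a test against a 1.5-fold change, tests without sex-linked and erythroid genes, camera with an estimated correlation, fry, and a prior count of 0.5. Added after seeing the data were a correction for GC content and length (splines with 5 degrees of freedom, 99.3% of tested genes with values), the same with the replicate block, removal of the rRNA-like rows Rn45s, Lars2 and Mir6236, the summed expression of 4 Y-linked genes as a covariate, and binomial thinning of all libraries to the smallest total outside those rows. Other splits of the libraries were refitted, all 10 within a stage or genotype and 100 drawn of the 200 that regroup both stages.

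The procedures were tested on simulated data with 14696 genes, of which 200 were changed. The test recovered 148 of them (74.0%) with 5 false calls among 153, including 91.0% of 4-fold, 80.6% of 2-fold and 50.0% of 1.4-fold changes. It made 1 call where nothing had been changed. For the interaction, 63.5% were recovered. A simulated list of 20 genes with a log2 change of 0.5 was estimated at 0.46, and 0 of 13 unchanged lists were called. Genes were simulated independently of each other, so this does not show how often camera calls lists whose genes vary together.

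Totals ranged from 13914543 to 31172708 counts per library. At these depths 3 counts, taken here as the floor of detection, correspond to 0.0880 to 0.226 CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared before averaging: the chi-square statistic per degree of freedom between replicates of a group ranged from 5.07 to 14.8, so no pair of replicates was within sampling noise of each other, and the largest Spearman correlation was 0.997.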

Results

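Transcript levels were measured by RNA sequencing in mouse embryos that were heterozygous (control) or homozygous (mutant) for a neural crest-specific alteration of Eftud2, at E9.0 and at E9.5, with 3 libraries in each of the 4 groups. The series concerns a mouse model of mandibulofacial dysostosis with microcephaly, a human condition caused by changes in EFTUD2, and links mis-splicing of Mdm2 with p53 activity and craniofacial defects. The heterozygous E9.0 libraries held 20529891, 19810025 and 24302660 counts, and the homozygous E9.0 libraries 13914543, 16590999 and 16037430. At E9.5 the heterozygous libraries held 29515226, 31172708 and 25363131 counts and the homozygous libraries 27272842, 29418383 and 24165537. Between 17311 and 19783 genes had at least 1 count in a library. A single row, Rn45s (the 45S ribosomal RNA precursor), took 37.4% of the counts of heterozygous E9.0 replicate 1 (95% Wilson interval 37.36% to 37.40%), 15.1% and 12.5% of those of the other heterozygous E9.0 libraries, and 13.2%, 6.05% and 16.2% of those of homozygous E9.0 replicates 1 to 3. At E9.5 it took 4.40% to 5.90%. The TMM factor of heterozygous E9.0 replicate 1 was correspondingly 0.664, against 0.924 to 1.11 in the other 11 libraries. With total counts as the only scaling, the median log2 difference of all tested genes between genotypes moved to 0.19 at E9.0, and changes are reported here relative to that median, as TMM scaling does. The first principal component held 60.7% of the variance and separated the stages, and the second held 8.38%. The labels give no batch.

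**Figure D1:**
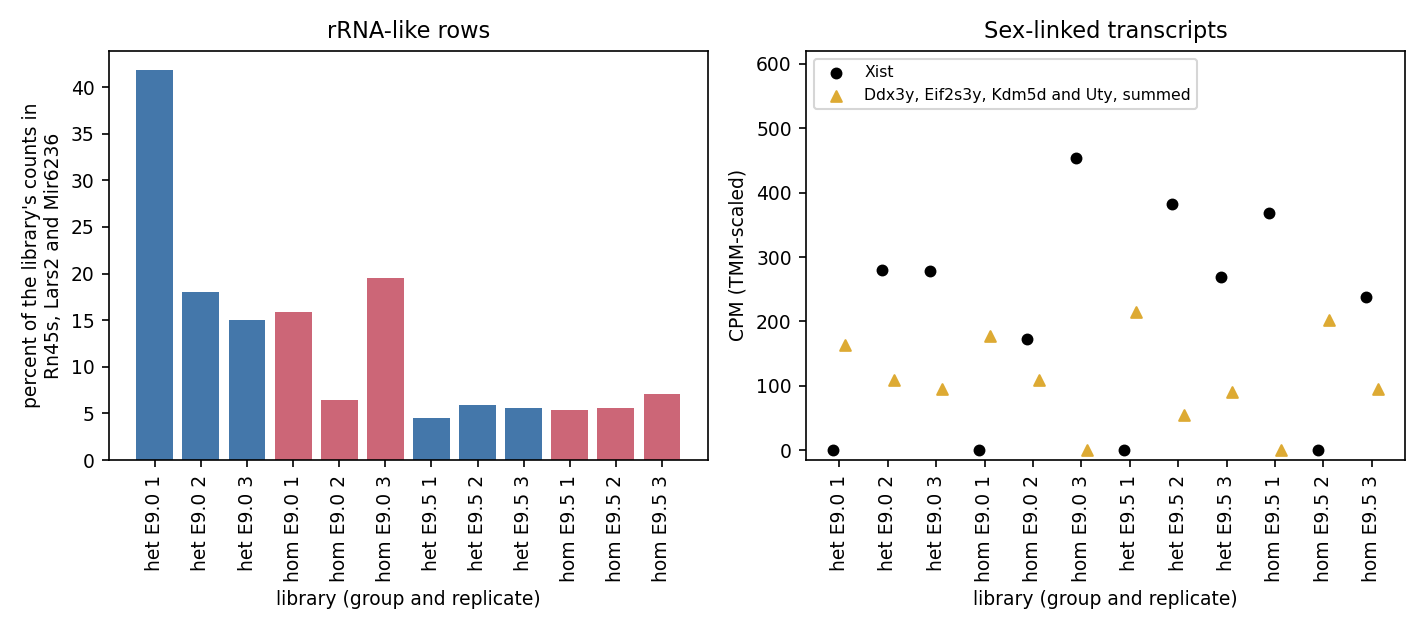
Percent of each library's counts in the rRNA-like rows Rn45s, Lars2 and Mir6236 (left, bars coloured by genotype) and CPM of Xist and of the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty (right) for the 12 libraries. Heterozygous E9.0 replicate 1 has 41.8% of its counts in the rRNA-like rows, and 6 libraries have both Xist and Y-linked transcripts.

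Xist and the Y-linked genes were described in each library because sex can differ between pools of embryos. Heterozygous E9.0 replicate 1, homozygous E9.0 replicate 1, heterozygous E9.5 replicate 1 and homozygous E9.5 replicate 2 had Y-linked transcripts at 164 to 215 CPM in sum with Xist at 0.061 to 0.22 CPM. Homozygous E9.0 replicate 3 and homozygous E9.5 replicate 1 had Xist at 453 and 368 CPM with Y-linked genes at 0.068 and 0 CPM, where 0 counts allow up to 0.101 CPM. The other 6 libraries had both, with Xist at 174 to 382 CPM and Y-linked genes at 54.5 to 110 CPM.

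Eftud2, the targeted gene, was lower in homozygous than in heterozygous libraries at both stages. Its level was 302, 276 and 279 CPM in the heterozygous E9.0 libraries and 236, 235 and 232 CPM in the homozygous ones. At E9.5 it was 248, 255 and 265 CPM in the heterozygous and 226, 221 and 226 CPM in the homozygous libraries. The groups did not overlap at either stage (exact permutation p 0.1 at each, the smallest possible). At E9.0 the means were 286 ± 14.6 and 234 ± 1.95 CPM (SD, n = 3 each), a log2 fold change of −0.29 ± 0.05 (SE; edgeR adjusted p 0.0193). At E9.5 they were 256 ± 8.44 and 224 ± 2.96 CPM (SD, n = 3 each), a log2 fold change of −0.19 ± 0.05 that did not pass the threshold (edgeR adjusted p 0.0906). Averaged over both stages the change was −0.24 ± 0.04 (edgeR adjusted p 0.0021), and its difference between stages was not detected (edgeR adjusted p 0.755). The alternative that moved the E9.0 value most was scaling by total counts only, which gave −0.08 (adjusted p 0.751, against a range of 3.1e-05 to 0.751 over 13 alternatives, 10 of which kept the call). Without heterozygous E9.0 replicate 1 the change was −0.25 (edgeR adjusted p 0.0645), without homozygous replicate 1 it was −0.29 (0.0601) and without homozygous replicate 3 it was −0.28 (0.0713), so the E9.0 call was lost in these 3 of 6 fits.

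Because the series addresses Mdm2 and p53 activity, Mdm2, Trp53, Cdkn1a and Ccng1 were examined next. Mdm2 was higher in homozygous libraries at E9.0, at 71.9 ± 1.799 against 53.6 ± 1.64 CPM (SD, n = 3 each), with a log2 fold change of 0.42 ± 0.06 (edgeR adjusted p 0.00321). Scaling by total counts only moved this most, to 0.61 (adjusted p 0.0427, the largest of 13 alternatives that ranged down to 2.2e-06). At E9.5 Mdm2 was at 55.3 ± 3.01 against 54.0 ± 3.30 CPM (SD, n = 3 each), a log2 difference of 0.03 ± 0.06 that lay within the spread between replicates (edgeR adjusted p 0.900) and was −0.01 without heterozygous E9.5 replicate 3. The difference of its genotype effect between stages was −0.39 and did not pass the threshold (edgeR adjusted p 0.180). Counts per gene do not separate the isoforms of Mdm2. Trp53 itself did not differ detectably, with log2 fold changes of 0.05 ± 0.09 at E9.0 (edgeR adjusted p 0.850) and 0.07 ± 0.09 at E9.5 (edgeR adjusted p 0.842); without heterozygous E9.0 replicate 3 the E9.0 value was −0.04. Cdkn1a rose from 2.92 ± 0.614 to 20.9 ± 9.20 CPM at E9.0 (SD, n = 3 each), a log2 fold change of 2.80 ± 0.29 (edgeR adjusted p 3.7e-04). At E9.5 it rose from 5.83 ± 0.439 to 12.6 ± 0.572 CPM (SD, n = 3 each), by 1.11 ± 0.24 (edgeR adjusted p 0.0401). Ccng1 rose from 35.8 ± 7.32 to 97.3 ± 4.05 CPM at E9.0 (1.43 ± 0.11, edgeR adjusted p 9.2e-06) and from 76.4 ± 5.14 to 105 ± 5.89 CPM at E9.5 (0.46 ± 0.10, edgeR adjusted p 0.0312). The E9.5 calls of Cdkn1a and Ccng1 were lost in each of the 6 fits that left out 1 E9.5 library, in which their log2 fold changes stayed between 1.05 and 1.15 and between 0.41 and 0.51. The E9.0 calls of Mdm2, Cdkn1a and Ccng1 were kept in all 6 such fits.

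**Figure D2:**
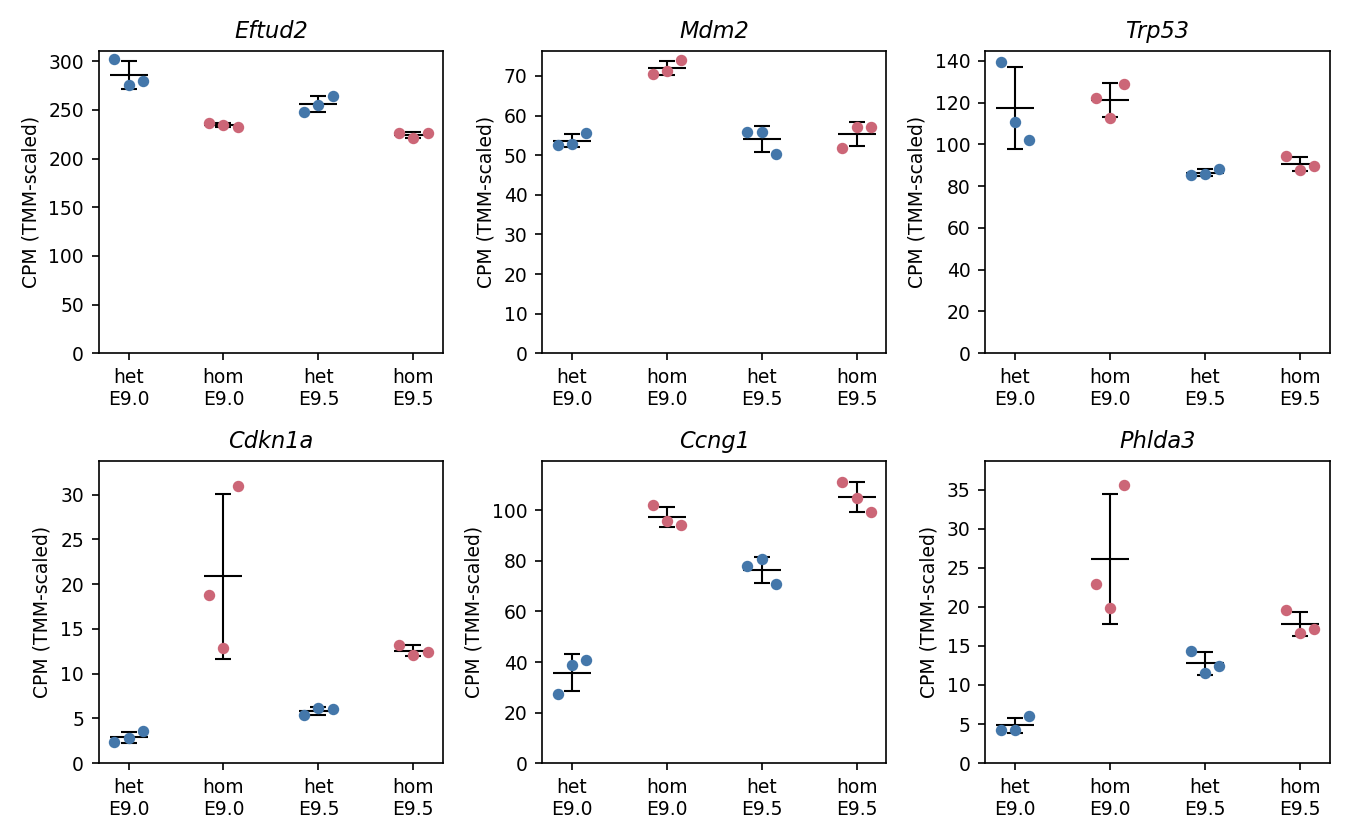
CPM of Eftud2, Mdm2, Trp53, Cdkn1a, Ccng1 and Phlda3 in the 12 libraries (points) with the mean and SD of each group of 3 (black), heterozygous in blue and homozygous in red. Eftud2 is lower in all homozygous libraries of both stages, and Mdm2 is higher in the homozygous libraries of E9.0 only.

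At E9.0, 87 of 14810 tested genes differed between genotypes (edgeR adjusted p under 0.05), 64 higher and 23 lower in homozygous libraries, 37 of them by more than 2-fold. A total of 1969 genes had an unadjusted p under 0.05. The alternative that moved this count by the largest factor was a test against a 1.5-fold change, which left 17 genes, whereas DESeq2 called 216, among them all 87. The share of calls that were higher was 73.6% with TMM, 82.3% with upper-quartile factors and 96.2% with total counts only, but with a correction for GC content and length 89 of 195 were higher, so the majority direction depends on the processing. Without homozygous E9.0 replicate 3 the count was 38 and without heterozygous E9.0 replicate 2 it was 39. The largest rises were those of Svop, Ltb4r2, Ltb4r1, Ptprv and Sec14l5. Svop rose from 0.216 ± 0.141 to 2.53 ± 1.03 CPM (SD, n = 3 each), by 3.51 ± 0.42 on the log2 scale (edgeR adjusted p 2.9e-04). It overlaps Usp30 on the opposite strand, and reads could be counted for either where strand is not used. Ltb4r1 and Ltb4r2, neighbouring and similar genes, were at or below 3 counts in every heterozygous E9.0 library and were at least 7.34-fold and 8.88-fold higher in homozygous ones. Ptprv rose by 3.03 ± 0.49 (edgeR adjusted p 0.00618) and Sec14l5 by 2.91 ± 0.55 (edgeR adjusted p 0.0193). Among the largest falls were those of Cdh19 (−2.18 ± 0.29, edgeR adjusted p 7.7e-04), Pou3f4 (−1.22 ± 0.25), AA465934 (−1.21 ± 0.24) and Cpne5 (−1.04 ± 0.16). Of these 9 genes, Svop, Ltb4r2, Ptprv, Cdh19 and Cpne5 kept their call in all 6 fits that left out 1 E9.0 library. Sec14l5 kept it in 2 of the 6 fits, Ltb4r1 and AA465934 in 1 and Pou3f4 in 0, with adjusted p up to 0.128, 0.185, 0.195 and 0.148.

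At E9.5, 280 genes differed between genotypes, 176 higher and 104 lower in homozygous libraries, 49 of them by more than 2-fold. A total of 1984 genes had an unadjusted p under 0.05. The share of calls that were higher was 62.9% with TMM and 47.2% with total counts only. A test against a 1.5-fold change left 13 genes, of which 0 were higher, so the majority of rises did not hold for larger changes. The count was 133, 136, 151 and 168 without homozygous E9.5 replicate 2, homozygous replicate 3, heterozygous replicate 2 and homozygous replicate 1. The largest falls were those of Cnpy1 (−4.96 ± 0.62), En2 (−4.64 ± 0.39), En1 (−3.88 ± 0.50), Trh (−3.20 ± 0.31) and Dlx1 (−3.09 ± 0.21, edgeR adjusted p 1.4e-06). En2 fell from 34.9 ± 13.2 to 1.38 ± 0.393 CPM and En1 from 8.80 ± 3.99 to 0.584 ± 0.413 CPM (SD, n = 3 each). Cnpy1 had 1 to 4 counts in the homozygous E9.5 libraries, close to the floor of detection, against 2.96 ± 2.02 CPM in the heterozygous ones. Dlx1 fell from 7.90 ± 1.498 to 0.914 ± 0.236 CPM, and it overlaps the antisense gene Dlx1as. These 5 calls were kept in all 6 fits that left out 1 E9.5 library. The largest rises were those of Adamtsl3 (2.06 ± 0.41, edgeR adjusted p 0.0166), Fam169b (1.30 ± 0.27), Itga11 (1.26 ± 0.27), Lepr (1.23 ± 0.22, edgeR adjusted p 0.00768) and Hic1 (1.18 ± 0.29, edgeR adjusted p 0.0459). Fam169b overlaps Gm16157 on the opposite strand. Lepr kept its call in all 6 fits, Adamtsl3 in 3, Fam169b and Itga11 in 2 and Hic1 in 0. Adamtsl3 lost it without heterozygous replicate 2 or 3 or homozygous replicate 3 and was at 2.93 without heterozygous replicate 1. The adjusted p reached 0.0784 for Adamtsl3, 0.0802 for Fam169b, 0.102 for Itga11 and 0.179 for Hic1.

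The genotype differences of both stages were then compared, which share no libraries. A total of 25 genes were called at both stages, all in the same direction, where independence would give 1.64 (Fisher's exact test, two-sided p 4.3e-23). Both comparisons use the same estimate of each gene's spread, and genes are not independent of each other. The calls of both stages are thus not independent, and 1.64 and this p can overstate the evidence. Of the 87 genes called at E9.0, 82 had the same direction at E9.5, and of the 280 called at E9.5, 234 had the same direction at E9.0. Across all tested genes, which are not independent replicates, the log2 fold changes of both stages correlated with Pearson's r 0.263 and Spearman's rho 0.241. The effect averaged over both stages called 439 genes, 270 higher and 169 lower, with 61.5% higher under TMM, 84.8% with total counts only and 325 of 779 higher with the GC and length correction. The count was 246 without homozygous E9.5 replicate 2, 249 without heterozygous E9.0 replicate 2 and 285 without homozygous E9.0 replicate 3. The difference between the effects at each stage, tested as an interaction, called 10 genes, and 1274 had an unadjusted p under 0.05. The rule for naming genes selects Cd44, whose change was −0.10 at E9.0 and 0.76 at E9.5 (interaction 0.86 ± 0.14, edgeR adjusted p 0.0213), and Lhx8 (−3.88 ± 0.55, edgeR adjusted p 0.0181), Barx1 (−3.82 ± 0.60, edgeR adjusted p 0.0301) and Svop (−3.11 ± 0.53, edgeR adjusted p 0.0377). Dlx1 had the smallest adjusted p (−2.72 ± 0.32, edgeR adjusted p 0.00349) and, chosen after its value was seen, is given because it alone of the 10 kept its call in all 12 fits that left out 1 library. Lhx8 kept it in 10 of 12 (lost without homozygous replicate 3 of either stage, adjusted p up to 0.0968), Cd44 in 4, Barx1 in 3 and Svop in 2. Lhx8 had only 3 to 6 counts and Barx1 8 to 16 in the heterozygous E9.0 libraries, so a fall at E9.0 could hardly be seen. Their rises at E9.0 (0.79 and 0.91) were not past the threshold and enlarge their interaction values. The number of genes called ranged from 1 without homozygous E9.5 replicate 3 to 16 without heterozygous E9.5 replicate 2.

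Among the gene lists, 5 of 14 passed the threshold at E9.0 and 7 at E9.5. Other groupings of the same libraries passed similar numbers: the other 9 splits of the 6 E9.0 libraries into 3 and 3 gave a median of 3 and at most 6 lists, and those of the 6 E9.5 libraries a median of 5 and at most 8. The number of lists by itself therefore does not set the genotypes apart. With a correlation between genes estimated from the data, 1 list passed at each stage, p53 targets at E9.0 and migrating neural crest at E9.5. With fry, 3 passed at E9.0 (p53 targets, migrating neural crest, and U5 snRNP and tri-snRNP proteins) and 4 at E9.5 (p53 targets, migrating neural crest, facial ectomesenchyme and endothelium).

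The p53 target list had a median log2 difference of 0.77 at E9.0, with 31 of 33 tested members higher in homozygous libraries (camera adjusted p 1.0e-33). At E9.5 the median was 0.24, with 25 of 33 higher (camera adjusted p 1.1e-07). At E9.0, 17 members were past the threshold over all genes and 30 when adjusted over the list alone, all higher; at E9.5 these counts were 6 and 14, all higher. With total counts only, which moved the E9.0 median most, it was 0.97. Members past the threshold at E9.0 besides Mdm2, Cdkn1a, Ccng1 and Ptprv were Fas, Phlda3, Eda2r, Ddit4l, Trp53inp1, Sesn2, Pmaip1, Ak1, Plk2, Tnfrsf10b, Bbc3, Btg2 and Zmat3, with log2 fold changes from 0.49 for Zmat3 to 2.98 for Fas. Phlda3 rose from 4.82 ± 0.999 to 26.1 ± 8.32 CPM (SD, n = 3 each; 2.41 ± 0.21, edgeR adjusted p 8.4e-05). Fas, Bbc3, Tnfrsf10b and Zmat3 lost their E9.0 call in 3 to 5 of the 6 fits that left out 1 library, with edgeR adjusted p up to 0.124, 0.246, 0.1445 and 0.126. At E9.5 the members past it were Cdkn1a, Ccng1, Ak1 (0.51), Eda2r (0.81), Ddit4l (0.83) and Tnfrsf10b (0.62). Ak1, Eda2r and Ddit4l kept their E9.5 call in all 6 such fits and Tnfrsf10b in 2 (edgeR adjusted p up to 0.1225).

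**Figure D3:**
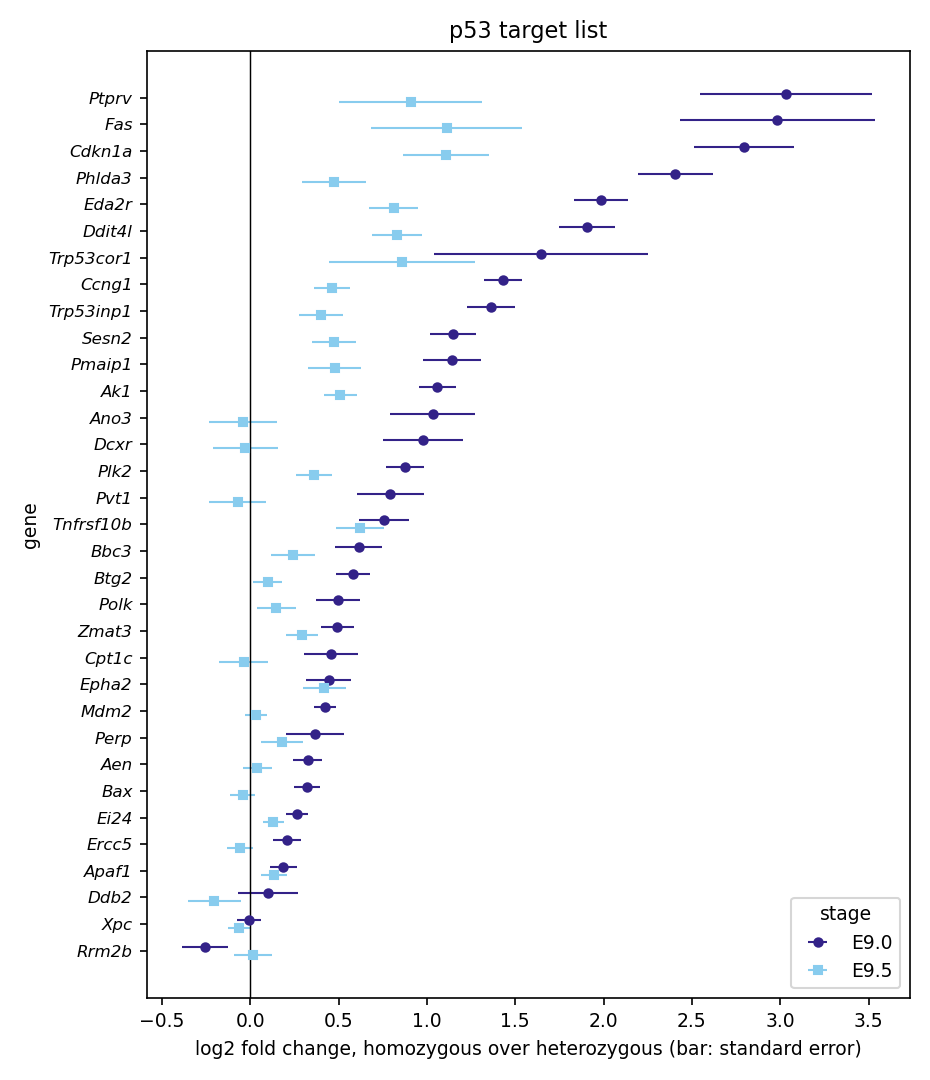
Log2 fold change, homozygous over heterozygous, of the 33 tested members of the p53 target list at E9.0 (dark circles) and E9.5 (light squares), with bars for the standard error. Of these, 31 lie above 0 at E9.0 and 25 at E9.5, under TMM scaling.

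The migrating neural crest list was lower in homozygous libraries at both stages, with medians of −0.19 at E9.0 (14 of 16 lower, camera adjusted p 3.4e-04) and −0.16 at E9.5 (15 of 16 lower, camera adjusted p 4.3e-06). With total counts only the E9.0 median was 0.02, still below the shift of 0.19 of all genes. Tfap2b was past the threshold at both stages, at −0.78 ± 0.10 (edgeR adjusted p 7.7e-04) and −1.15 ± 0.10 (edgeR adjusted p 2.0e-05), in all 6 fits that left out 1 library at each stage. At E9.5 Foxd3 (−1.80), Sox10 (−1.14), Pax3 (−0.65) and Crabp1 (−0.53) were also past it. Foxd3 lost its call without homozygous replicate 2 or 3 (edgeR adjusted p up to 0.0866), and Sox10 without heterozygous replicate 2 or homozygous replicate 2 (edgeR adjusted p up to 0.0606). Adjusted over the list alone, 5 members were past the threshold at each stage. Facial ectomesenchyme genes did not differ as a list at E9.0 under TMM scaling, with a median of −0.15 (camera adjusted p 0.693). The median was −0.04 without heterozygous E9.0 replicate 1 and 0.06 with total counts only. These genes passed the threshold as a list in 1 of 12 alternatives (lowest adjusted p 0.0470). At E9.5 their median was −0.44, with 17 of 21 lower (camera adjusted p 6.5e-11). There, 7 members were past the threshold over all genes and 11 when adjusted over the list alone, all lower: Dlx1, Lhx8 (−3.09), Barx1 (−2.91), Dlx2 (−1.78), Dlx6 (−1.10), Alx1 (−1.07) and Msx1 (−0.56). Dlx6, which overlaps Dlx6os2, lost its call without homozygous replicate 1 or 3 (edgeR adjusted p up to 0.0730), and Alx1 kept it in 1 of 6 fits (edgeR adjusted p up to 0.143).

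All 12 endothelial genes were higher in homozygous libraries at both stages, with a median of 0.19 at E9.0 (camera adjusted p 0.00925, and 0.0758 without heterozygous E9.0 replicate 3, where the median was 0.15) and 0.65 at E9.5 (camera adjusted p 1.3e-15). At E9.0, 0 of them were past the threshold by themselves and 0 when adjusted over the list alone; at E9.5, 8 and 12 were. The 8 were Sox18, Cdh5, Tek, Kdr, Tie1, Flt1, Ramp2 and Egfl7, with log2 fold changes from 0.34 for Egfl7 to 0.84 for Sox18. Cdh5, Tek, Kdr and Flt1 kept their call in all 6 fits that left out 1 E9.5 library. Tie1 lost it without homozygous replicate 1 or 3 (edgeR adjusted p up to 0.0597). Ramp2 and Egfl7 kept it in 2 of 6 fits and Sox18 in 1, with edgeR adjusted p up to 0.140, 0.126 and 0.147. Egfl7 overlaps Mir126a, Mir126b and Agpat2, and Ramp2 overlaps Vps25. U5 snRNP and tri-snRNP genes had a median of 0.16 at E9.0 (11 of 13 higher, camera adjusted p 1.7e-05) and −0.02 at E9.5 (6 of 13 higher, camera adjusted p 0.662). The E9.5 value changed sign without heterozygous replicate 2, homozygous replicate 2 or homozygous replicate 3, at most to 0.02. Prpf3 rose by 0.56 ± 0.05 at E9.0 (edgeR adjusted p 3.6e-05) in all 6 fits. Snrnp200 (0.37) lost its call without heterozygous replicate 2 or homozygous replicate 3 (edgeR adjusted p up to 0.0717) and Sart1 (0.28) in every such fit (edgeR adjusted p up to 0.254). Adjusted over the list alone, 7 members were past the threshold at E9.0 and 0 at E9.5.

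Smaller list differences passed camera's threshold but not fry or the estimated correlation. Mitosis genes had medians of −0.07 at E9.0 (camera adjusted p 0.0183) and −0.06 at E9.5 (camera adjusted p 0.0415). The E9.0 call was lost without homozygous E9.0 replicate 3 or heterozygous E9.0 replicate 1 (−0.05 in each), the E9.5 call in 5 of 6 fits (−0.03 without homozygous replicate 2), and the E9.0 median was 0.14 with total counts only. Hypoxia and glycolysis genes had a median of 0.13 at E9.5 (15 of 16 higher, camera adjusted p 0.00481), which fell to 0.03 without homozygous E9.5 replicate 2 and to 0.07 without heterozygous E9.5 replicate 3, both no longer past the threshold. Trunk Hox genes had a median of −0.45 at E9.5 (9 of 9 lower, camera adjusted p 0.0361), which was −0.10 without homozygous E9.5 replicate 3 and −0.34 without heterozygous E9.5 replicate 1, again not past it. The other lists did not pass it at either stage. At E9.0 and E9.5, respectively, their medians were −0.03 and −0.0031 for neural progenitors, 0.05 and −0.02 for early neurons and ganglia, −0.20 and −0.29 for erythroid cells, 0.07 and −0.13 for yolk sac endoderm, 0.43 and 0.28 for heart muscle, and 0.00020 and 0.09 for the ATF4 stress response. At E9.0 the medians of trunk Hox genes (−0.13) and of hypoxia and glycolysis genes (0.03) did not pass it. Many of these medians rested on single libraries. That of heart muscle at E9.0 was −0.12 without heterozygous replicate 3 and −0.05 without homozygous replicate 1, and was past the threshold in the other 4 fits, at most at 0.80 without heterozygous replicate 1; at E9.5 it was past it without heterozygous replicate 2 (0.44) or homozygous replicate 1 (0.45). The erythroid median at E9.0 was past it without heterozygous replicate 2 (−0.45) or homozygous replicate 3 (−0.66) and was 0.06 without homozygous replicate 2; at E9.5 it was past it without heterozygous replicate 3 (−0.36) or homozygous replicate 3 (−0.53) and was −0.02 without homozygous replicate 2. The neural progenitor median at E9.5 was past it without heterozygous replicate 1 (−0.07) or homozygous replicate 3 (−0.02) and was 0.09 without heterozygous replicate 2, and that of yolk sac endoderm was past it without heterozygous replicate 2 (−0.54) or 3 (−0.18) and was 0.05 without heterozygous replicate 1. Single members of these lists past the threshold at E9.5 included the following: En1, En2, Pax5 (−2.44) and Fabp7 (−0.61) were lower and Rax (0.76) higher among neural progenitors, Tlx3 (−1.14), Pou4f1 (−0.95) and Tubb3 (−0.69) lower among neuronal genes, and Nkx2-5 (0.62) higher among heart genes. Of these, En1, En2 and Tubb3 kept their call in all 6 fits that left out 1 library. Pax5 lost it without homozygous replicate 1 or 3 (edgeR adjusted p up to 0.0731) and Pou4f1 without homozygous replicate 1 or 2 (up to 0.0663). Rax kept it in 3 fits, Fabp7 and Tlx3 in 2 and Nkx2-5 in 0, with edgeR adjusted p up to 0.0782, 0.119, 0.135 and 0.181. Pax5 overlaps 5730488B01Rik on the opposite strand.

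**Figure D4:**
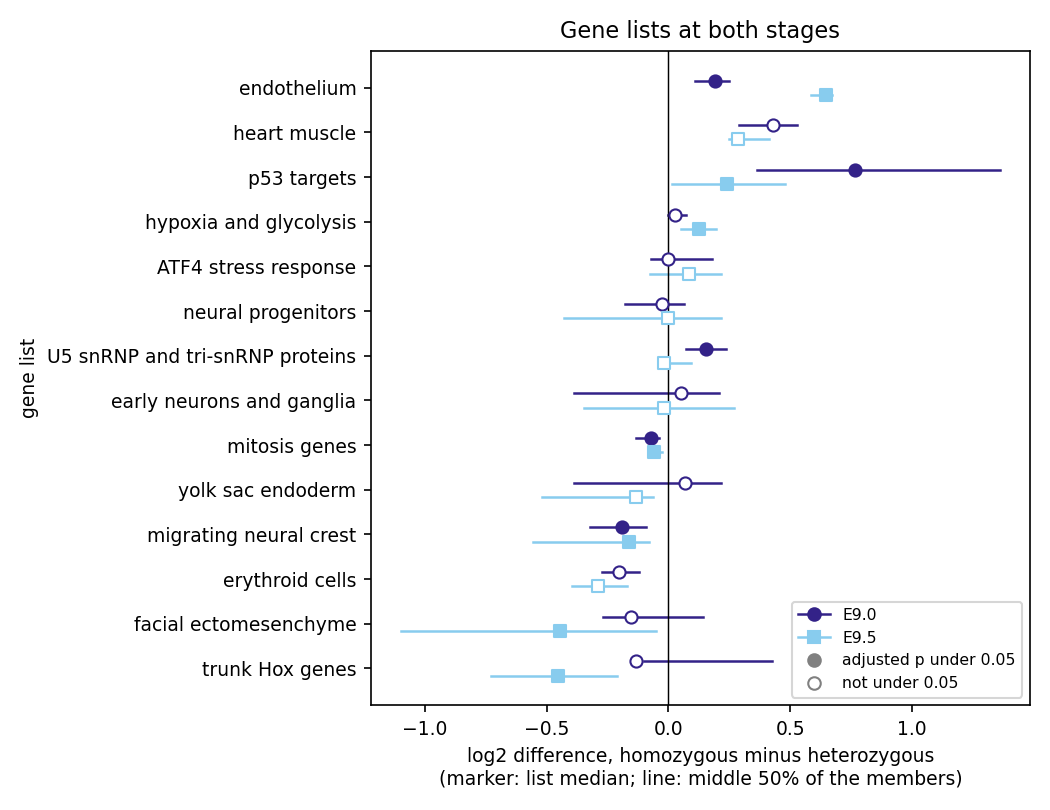
Median log2 difference, homozygous minus heterozygous, of 14 gene lists at E9.0 (circles) and E9.5 (squares) from log2 CPM, with lines for the middle 50% of the members' edgeR fold changes. Filled markers are lists with a camera adjusted p under 0.05; the p53 target medians are 0.77 and 0.24, and the endothelial medians 0.19 and 0.65.

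Whether list differences changed between stages was tested with camera on the interaction. The rise of p53 targets was smaller at E9.5 (median difference −0.49, 32 of 33 members negative, camera adjusted p 5.1e-20), as was that of U5 snRNP and tri-snRNP genes (−0.14, camera adjusted p 9.4e-05). Facial ectomesenchyme genes fell more at E9.5 (−0.29, 17 of 21 negative, camera adjusted p 5.1e-07), and endothelial genes rose more (0.42, 12 of 12 positive, camera adjusted p 9.1e-07). Only the difference of p53 targets was past the threshold also with fry (adjusted p 0.00245) and with an estimated correlation (adjusted p 0.0178). With fry the adjusted p was 0.103 for U5 snRNP and tri-snRNP genes, 0.0967 for facial ectomesenchyme and 0.171 for endothelium. All 4 differences were past the threshold with camera in each of the 12 fits that left out 1 library, where the ectomesenchyme value ranged from −0.46 without heterozygous E9.5 replicate 2 to −0.13 without heterozygous E9.5 replicate 1 and the endothelial value was 0.25 without heterozygous E9.5 replicate 2. With total counts only the differences were −0.71 for p53 targets and −0.36 for U5 snRNP and tri-snRNP genes. They were −0.51 for facial ectomesenchyme and 0.20 for endothelium. The median of all genes moved to −0.19 there, and all 4 lists stayed past the threshold. Of 100 groupings of the libraries, the real one included, 71 passed at least as many lists.

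**Figure D5:**
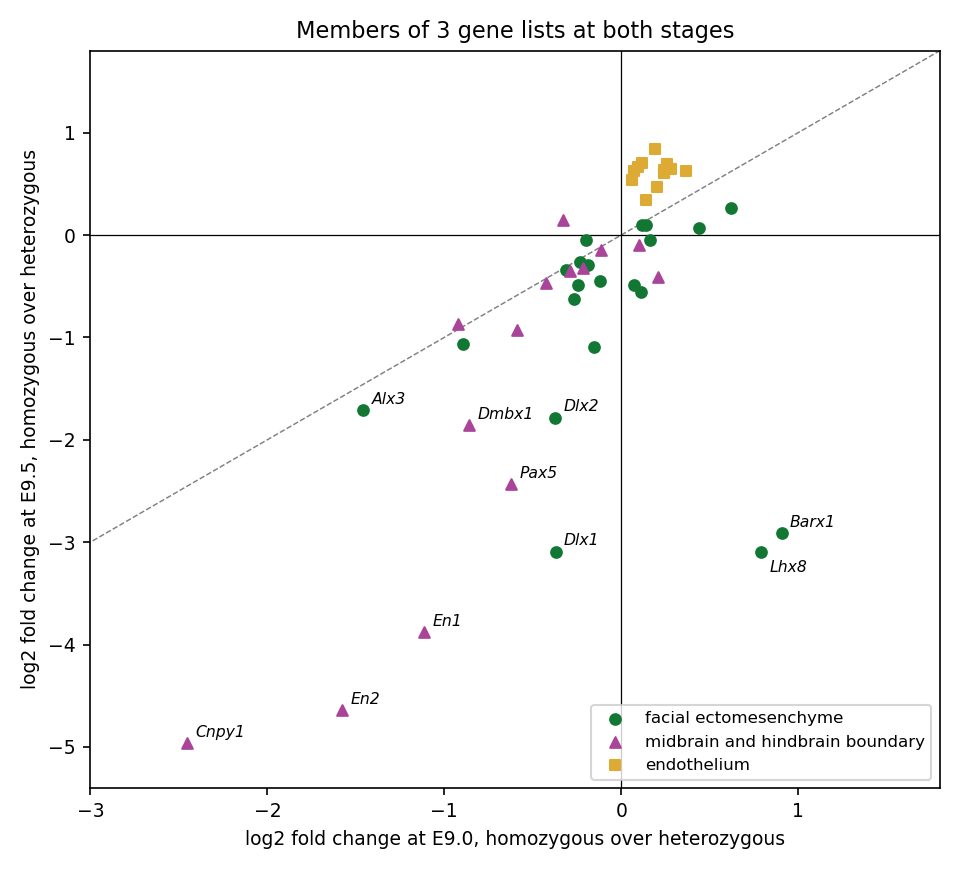
Log2 fold change, homozygous over heterozygous, at E9.0 (x axis) and E9.5 (y axis) of the members of the facial ectomesenchyme and endothelial lists and of a list of midbrain and hindbrain boundary genes written after the falls of En1 and En2 were seen. The dashed line marks equal change; Dlx1, Lhx8 and Barx1 lie far below it, at −3.09, −3.09 and −2.91 at E9.5.

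The stages were compared within each genotype. The labels give no batch, so a change with stage cannot be told apart from a batch of collection or sequencing. In heterozygous embryos 5216 genes differed between E9.5 and E9.0, 2840 higher and 2376 lower at E9.5 (54.4% higher with TMM, 96.4% with total counts only, where the median of all genes moved to 0.38, and 2230 of 6996 with the GC and length correction, where it moved to −0.11). In homozygous embryos 5238 genes differed, 2896 higher and 2342 lower (55.3% higher with TMM, 87.1% with total counts only, with a median of 0.18, and 2259 of 6786 with the GC and length correction). The test against a 1.5-fold change moved these counts by the largest factor, to 963 and 936. A total of 3612 genes were called in both genotypes, 3602 in the same direction, and the log2 changes of both genotypes correlated across genes with Pearson's r 0.852. The largest rises in heterozygous embryos were those of Cox6a2, Nppa and Myl2. Cox6a2 had 0 counts in all 3 heterozygous E9.0 libraries, which allows up to 0.220 CPM, and 2.25 ± 0.324 CPM at E9.5 (SD, n = 3), and it overlaps Itgad. Nppa rose from 0.139 ± 0.0711 to 61.3 ± 0.935 CPM and Myl2, which overlaps Ccdc63, from 0.638 ± 0.528 to 130 ± 11.4 CPM (SD, n = 3 each). The largest falls were those of Hist1h2ba, Lars2 and Foxd4. Foxd4 fell from 1.30 ± 0.403 CPM to at most 2 counts in each E9.5 library. Hist1h2ba was at 22.6 ± 22.1 CPM at E9.0 and 0.508 ± 0.0870 CPM at E9.5, with an E9.0 spread as large as its mean. Lars2, 1 of the rRNA-like rows, was at 30940 ± 14499 CPM and 1101 ± 963 CPM. All 6 kept their call in each of the 6 fits that left out 1 heterozygous library. The 13 tested heart muscle genes, Nppa among them, were all higher at E9.5 in heterozygous embryos (median 3.91). A different share of heart tissue between the stages therefore stays open.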

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

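Thinning, the GC and length correction, the Y-linked covariate and the test on low counts were added after the data had been seen. The counts of other splits for single lists, the comparison of the p53 excess with the Eftud2 deficit and the comparison of endothelial with other lists were chosen after the results were seen. The results below stand here because the genotype effect differed between E9.0 and E9.5 in a test of the difference itself.

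At the level of genes, 10 had a genotype effect that differed between stages: Dlx1 (−2.72), Lhx8 (−3.88), Msx1 (−0.67), Trh (−2.91), Slc19a2 (−1.32), Ccng1 (−0.97), Phlda3 (−1.93), Cd44 (0.86), Barx1 (−3.82) and Svop (−3.11), as log2 differences of the effect at E9.5 from that at E9.0. They form 3 sets by direction. Dlx1, Lhx8, Msx1, Trh and Barx1 fell at E9.5, Slc19a2, Ccng1, Phlda3 and Svop rose at E9.0 and rose less at E9.5, and Cd44 rose at E9.5. Of 100 splits of the libraries that regroup both stages, the real one included, 6 gave at least 10 genes. The other 5 all kept the real grouping of at least one stage and so carry part of the real genotype difference. Of the 82 splits that regroup both stages, 0 gave as many. Those splits mix the genotypes at both stages, which also removes a genotype effect that is equal at both. Neither set of splits therefore decides whether the effect differs between stages. The same limit applies to the counts of splits for the lists below. Dlx1 was past the threshold in all 12 fits that left out 1 library and in all 12 alternatives (largest adjusted p 0.0297). Without homozygous E9.5 replicate 3 it was the only gene called, and the other 9 genes lost their call in 2 to 10 of the 12 fits. A stage difference of Dlx1 is therefore the steadiest of these, and since Dlx1as overlaps it, reads of either gene could contribute where strand is not used.

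The rise of p53 targets was smaller at E9.5 than at E9.0, with a median difference of −0.49. With all libraries thinned to 1 total it was −0.477, without heterozygous E9.0 replicate 1, the library with the largest share of rRNA-like counts, −0.484, after correction for GC content and length −0.481, and with Y-linked expression as a covariate −0.491, past the threshold each time. Depth, a few abundant transcripts, GC content with length and sex are thus argued against as its whole cause. A smaller share of recombined cells at E9.5 would shrink the p53 excess and the Eftud2 deficit alike. The median excess of p53 targets at E9.5 was 0.256 ± 0.0977 (jackknife SE) of that at E9.0, against 0.681 ± 0.213 (SE) for the Eftud2 deficit. These lie 1.81 standard errors apart, so a smaller share of recombined cells cannot be told apart from a weaker p53 response at the later stage, and the small change of Eftud2 keeps this open. The list also rose from E9.0 to E9.5 in heterozygous embryos (median 0.30, 25 of 33 higher, camera adjusted p 0.00746, and 0.399 with an estimated correlation). Ccng1 rose from 35.8 to 76.4 CPM there and from 97.3 to 105 CPM in homozygous libraries. Phlda3 rose from 4.82 to 12.8 CPM there and fell from 26.1 to 17.8 CPM in homozygous ones. A higher control level thus contributes to the smaller excess of these genes. Of 100 splits, the real one included, 9 gave a list p as small. The other 8 all kept the real grouping of a stage, and 0 of the 82 that regroup both did.

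Facial ectomesenchyme genes fell more at E9.5, with a median difference of −0.29. It was −0.253 at equal depth, −0.302 without heterozygous E9.0 replicate 1, −0.233 after the GC and length correction and −0.289 with the Y-linked covariate, past the threshold each time. Low counts at E9.0 could hide a fall there. The 16 members with a mean of at least 50 counts in heterozygous E9.0 libraries had a median difference of −0.199, 12 of them negative. The 5 members with fewer counts, Lhx8 and Barx1 included, had a median of −0.360, all 5 negative. Low counts are thus argued against as the whole cause but may add to the difference. Leaving out heterozygous E9.5 replicate 1 reduced the list's difference to −0.13 and leaving out heterozygous E9.5 replicate 2 raised it to −0.46. Of 100 splits, the real one included, 10 gave a list p as small. Of the other 9, 8 kept the real grouping of a stage, which leaves 1 of the 82 that regroup both. Loss of crest-derived cells or a failure to switch on their genes between the stages may be the biological reason, and neither was tested.

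Endothelial genes rose more at E9.5, with a median difference of 0.42. It was 0.390 at equal depth, 0.428 without heterozygous E9.0 replicate 1, 0.470 after the GC and length correction and 0.421 with the Y-linked covariate, past the threshold each time, and 0.25 without heterozygous E9.5 replicate 2. A lower share of neural crest cells would raise the markers of every other cell type alike. At E9.5 the endothelial score exceeded the erythroid score by 0.934 ± 0.351 (SE) and the neuronal one by 0.754 ± 0.199. It exceeded the neural progenitor one by 1.12 ± 0.328 and the trunk Hox one by 1.30 ± 0.554. This argues against that explanation as the whole cause. The progenitor score holds En1 (−3.88), En2 (−4.64) and Pax5 (−2.44), while that list's median was −0.0031. The erythroid and trunk Hox medians rested on single libraries. The forebrain and hindbrain lists rose at E9.5 (medians 0.252 and 0.103), so a smaller part from fewer crest cells stays open. Heart muscle was not separate from endothelium (0.311 ± 0.346), so a larger share of tissue that holds both, from a different dissection, stays open. Of 100 splits, the real one included, 13 gave a list p as small. Of the other 12, 10 kept the real grouping of a stage, which leaves 2 of the 82 that regroup both.

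U5 snRNP and tri-snRNP genes rose at E9.0 and not at E9.5, with a median difference of −0.14. It was −0.171 at equal depth, −0.159 without heterozygous E9.0 replicate 1, −0.148 after the GC and length correction and −0.136 with the Y-linked covariate, past the threshold each time, and from −0.18 to −0.11 over the 12 fits that left out 1 library. Of 100 splits, the real one included, 4 gave a list p as small, and the other 3 all kept the real grouping of a stage. The technical explanations tested are argued against, and a compensating rise of partners of Eftud2 at E9.0 is a hypothesis that may explain the pattern. It rests on camera with its preset correlation, since fry gave an adjusted p of 0.103.

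As counts of lists, the 4 that differed between stages are not unusual: 71 of 100 splits gave at least 4, and the other splits had a median of 5 and a maximum of 9.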

How the results depend on the processing

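The GC and length correction, alone and with the block, the removal of the rRNA-like transcripts, the Y-linked covariate and thinning were chosen after seeing the data. Every cause given as not tested below stays so unless the alternative's construction shows it.

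Of 90 values of named genes past the threshold, Eftud2 and Mdm2 at E9.0 included, all kept direction and call with RLE and upper-quartile factors. The call was lost for 22 with total counts only, 13 with limma-voom, 10 without a filter and 5 without robust estimation. It was lost for 5 with the replicate block, 2 with DESeq2, 1 with the GC and length correction and 16 with the Y-linked covariate. It was lost for 19 of 78 when only the groups compared were fitted, 15 of 87 after thinning and 3 of 89 without the rRNA-like transcripts. None of these reversed. With 1 library left out, 47 of the 90 results kept their call in every fit and 43 lost it in at least 1.

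Eftud2 at E9.0 was −0.082 with total counts only (adjusted p 0.751) and −0.28 when only the groups compared were fitted (0.141), within a range of adjusted p from 3.1e-05 to 0.751 over 13 alternatives. Eftud2 at E9.5 was past the threshold with DESeq2 (−0.19, adjusted p 0.0134) and with the GC and length correction (−0.22, 0.0185), within a range from 0.0134 to 1.0. Leaving out 1 library, Eftud2 at E9.0 ranged from −0.31 (without heterozygous replicate 2) to −0.25 (without heterozygous replicate 1), Mdm2 at E9.5 from −0.012 (without heterozygous replicate 3) to 0.082, and Trp53 at E9.0 from −0.044 (without heterozygous replicate 3) to 0.19. The cause of these shifts was not tested.

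Counts of genes moved as follows. DESeq2 gave 216 at E9.0, among them all 87, 448 at E9.5, among them 272 of the 280, and 76 for the interaction, among them all 10. Limma-voom gave 51 at E9.0 and 5 for the interaction. The GC and length correction gave 195 at E9.0 (89 higher), 779 averaged over both stages (325 higher) and 18 for the interaction. For stage it gave 6996 in heterozygous (2230 higher) and 6786 in homozygous embryos (2259 higher). Most calls were lower in each of these, but at E9.5 it gave 402, of which 235 were higher. The Y-linked covariate gave 55 at E9.0 and 263 averaged over both stages. Thinning, which lowers counts by construction, gave 183 at E9.5 and 6 for the interaction. Total counts only gave 123 at E9.5, 3326 for stage in homozygous embryos and 8 lists at E9.0. An adjusted p under 0.01 left 34 at E9.0, 81 at E9.5, 159 averaged, 1 for the interaction, and 3324 and 3384 for stage in heterozygous and homozygous embryos. A test against a 1.5-fold change left 17, 13, 19, 2, 963 and 936 in the same order. These last 2 are stricter by construction, and the cause of the other shifts was not tested. Leaving out 1 library gave 38 (without homozygous replicate 3) to 86 genes at E9.0, 133 (without homozygous replicate 2) to 252 at E9.5, 246 (without homozygous E9.5 replicate 2) to 411 averaged and 1 (without homozygous E9.5 replicate 3) to 16 (without heterozygous E9.5 replicate 2) for the interaction; fewer samples lower power by construction, but the libraries differ in their effect.

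For the replicate block, residuals of libraries with the same number correlated at 0.0297 to 0.109 within a stage, all positive, and at −0.167 to 0.0131 within a genotype, against −0.196 to 0.171 and −0.176 to 0.186 for other numbers. Only 1 of the 6 pairs within a stage was above 0.1, so the numbers were not taken to pair the samples. A weak pairing within a stage is not excluded by this. The block gave 100 genes at E9.0 and 393 at E9.5. With the replicate block, Eftud2 at E9.0 was −0.28 (adjusted p 0.0545, in the range of 3.1e-05 to 0.751), 21 genes were called for the interaction, erythroid genes at E9.5 (−0.29) and heart genes at E9.0 (0.43) and E9.5 (0.28) passed the threshold and mitosis genes at E9.5 (−0.060) did not. With the replicate block and the GC and length correction 291 genes were called at E9.0 (120 higher), 667 at E9.5, 1053 averaged and 41 for the interaction.

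With an estimated correlation, 1 list passed at each stage, and with the same medians endothelium (0.19 and 0.65), U5 snRNP and tri-snRNP genes (0.16) and migrating neural crest (−0.19) at E9.0, facial ectomesenchyme (−0.44), p53 targets (0.24), hypoxia and glycolysis (0.13) and trunk Hox genes (−0.45) at E9.5, and mitosis genes (−0.071 and −0.060) were no longer past the threshold. With fry, 3 passed at E9.0 and 4 at E9.5, and endothelium at E9.0 (0.19), hypoxia and glycolysis (0.13) and trunk Hox genes (−0.45) at E9.5 and mitosis genes (−0.071 and −0.060) were no longer past it. The cause was not tested.

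With total counts only, medians at E9.0 changed sign for facial ectomesenchyme (0.056), migrating neural crest (0.020), mitosis (0.14), neural progenitors (0.18), trunk Hox genes (0.074) and erythroid cells (0.0026), all below the shift of 0.19 of all genes. At E9.5 erythroid cells (−0.30), heart muscle (0.28) and neural progenitors (−0.010) passed the threshold and mitosis genes (−0.067) did not. At E9.0, 8 lists passed it with this scaling. Facial ectomesenchyme, neural progenitors (lowest adjusted p 0.0470 for each) and trunk Hox genes (0.04845) passed it at E9.0 in 1 of 12 alternatives. Erythroid cells did so in 2. With the GC and length correction the E9.0 medians of ATF4 stress response (−0.015) and hypoxia and glycolysis (−0.028) changed sign, heart muscle passed the threshold (0.33 and 0.30) and trunk Hox genes at E9.5 (−0.48) did not. With the Y-linked covariate ATF4 stress response (−0.017) and trunk Hox genes (0.041) changed sign at E9.0, and erythroid cells (−0.40 and −0.47) and heart muscle (0.53 and 0.39) passed it. With genes of at least 50 counts, neurons and ganglia (0.057) and neural progenitors (0.0020) changed sign at E9.5, heart muscle at E9.0 (0.44) passed it, and mitosis (−0.055) and trunk Hox genes (−0.30) at E9.5 did not, with fewer genes tested. With only the groups compared, erythroid cells (−0.29) and heart muscle (0.29) passed it at E9.5 and yolk sac endoderm at E9.0 (−0.012) changed sign. With a prior count of 0.5 the ATF4 stress response at E9.0 (−0.00022) changed sign and trunk Hox genes at E9.5 (−0.48) did not pass it. After thinning, ATF4 stress response at E9.5 (−0.034) and yolk sac endoderm at E9.0 (−0.017) and E9.5 (0.047) changed sign. The cause was not tested for these lists.

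Leaving out 1 library, list medians at E9.0 ranged as follows: ATF4 stress response −0.023 (without heterozygous replicate 2) to 0.055, neurons and ganglia −0.00060 (without heterozygous replicate 2) to 0.13, endothelium 0.15 (without heterozygous replicate 3) to 0.21, erythroid cells −0.66 (without homozygous replicate 3) to 0.061 (without homozygous replicate 2), heart muscle −0.12 (without heterozygous replicate 3) to 0.80, hypoxia and glycolysis −0.019 (without heterozygous replicate 2) to 0.074, mitosis −0.084 to −0.051 (without homozygous replicate 3), trunk Hox genes −0.37 to 0.33 (without homozygous replicate 3) and yolk sac endoderm −0.11 (without homozygous replicate 3) to 0.14. At E9.5 they ranged for U5 snRNP and tri-snRNP genes from −0.044 to 0.020 (without homozygous replicate 3), erythroid cells from −0.53 (without homozygous replicate 3) to −0.021, heart muscle from 0.24 to 0.45 (without homozygous replicate 1), hypoxia and glycolysis from 0.030 (without homozygous replicate 2) to 0.16, mitosis from −0.078 to −0.032 (without homozygous replicate 2), neural progenitors from −0.071 to 0.089 (without heterozygous replicate 2), trunk Hox genes from −0.76 to −0.10 (without homozygous replicate 3) and yolk sac endoderm from −0.54 (without heterozygous replicate 2) to 0.049 (without heterozygous replicate 1). Trunk Hox genes at E9.0 include 2 and yolk sac endoderm at E9.5 1 gene at the floor of detection, and with this gene at its bound the median of the edgeR fold changes of yolk sac endoderm was −0.32.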

Other observations

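The tests in this part were chosen after the results were seen, except the counts of other splits of the libraries for whole comparisons.

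Other splits were counted for each comparison. Of the 10 splits of the 6 E9.0 libraries into 3 and 3, only 1, the real one, gave at least 87 genes (largest other 7), and of the 10 splits of the E9.5 libraries only 1, the real one, gave at least 280 (largest other 3). For the comparison of stages it was again 1 of 10, in heterozygous and in homozygous embryos, with 0 genes in every other split. A share of 10 splits cannot fall below 0.1, so it does not decide by itself. The genotype comparisons of both stages share no libraries, but they share the estimate of each gene's spread. This alone can raise the overlap of 25 genes above the 1.64 that independence gives. All 25 had the same direction, which a shared spread does not give. Their direction argues against a grouping by chance, although these genes are not independent replicates. For the effect averaged over both stages, 1 of 100 splits, the real one, gave at least 439 genes (largest other 282). For gene lists, 4 of the 10 E9.0 splits gave at least 5 and 4 of the 10 E9.5 splits gave at least 7, so these counts of lists say little.

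En1, En2, Cnpy1 and Pax5, genes of the boundary between midbrain and hindbrain, fell at E9.5. A list of 14 such genes, written after this was seen and sharing 5 genes with the neural progenitor list, had a median of −0.67 at E9.5 (13 of 14 lower, 7 past the threshold over all genes) and −0.50 at E9.0 (12 of 14 lower, 0 past it). The 7 were En1, En2, Cnpy1, Pax5, Dmbx1 (−1.86), Wnt1 (−0.93) and Fgf18 (−0.87), the last 3 named after their values were seen. If tissue had been lost at one end of the head, genes on one side of the boundary should have fallen with it. The forebrain list had a median of 0.252 and the hindbrain list, the lower of both, of 0.103, 11 of 14 genes higher in each, which argues against such a loss. Reads shared between the neighbours En2 and Cnpy1 do not account for the rest, since without both the median was −0.451. Recombination in the midbrain as well as in neural crest may explain the pattern. The labels do not name the driver and this was not tested.

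Xist and Y-linked transcripts occurred together in 6 libraries. Carry-over between all libraries would put the missing kind into every library, but in libraries with one kind the other was at most 0.0497% of its level elsewhere, which argues against it. Embryos of both sexes in a library could give both kinds, with shares that sum to 1. The sums ran from 1.02 to 1.30 over these 6 libraries. The number of embryos per library is not stated in the labels, and mixed pools cannot be told apart from other mixtures of samples.

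Afp was at 20.7 CPM (680 counts) in heterozygous E9.5 replicate 1 and at most at 2 counts in the other libraries of its group. Yolk sac tissue in that library could bring it, and 5 of 13 other yolk sac genes (Ttr, Apoa1, Apom, Rbp4 and Trf) were over 2-fold above both other libraries. Cubn and Amn were not, and Lrp2, which was not either, has a baseline that would hide a small share. Genes thus go both ways, and levels in yolk sac itself, which would show how much of each a share should bring, were not used here, so this cannot be told apart from a change in Afp itself.

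Lars2 and Mir6236 were high where Rn45s was high at E9.0. The Pearson correlation of Lars2 with Rn45s over the 6 E9.0 libraries was 0.809 (exact permutation p 0.112, 0.194 adjusted over 4 relations) and that of Mir6236 was 0.956 (exact permutation p 0.00139, 0.00556 adjusted). By rank the order of the 6 libraries was the same for all 3 transcripts (Spearman rho 1, exact permutation p 0.00278, 0.00556 adjusted, for each). Without heterozygous replicate 1 and homozygous replicate 2, the libraries farthest out, they were 0.975 and 0.934. At E9.5 they were 0.620 (exact permutation p 0.214) and 0.685 (exact permutation p 0.146), with rho 0.429 and 0.486, and turned to −0.995 and −0.999 without heterozygous replicate 1 and homozygous replicate 3. Ribosomal reads assigned to these rows may be the reason, which cannot be told apart from a shared change here, with 6 libraries per stage and no reads to inspect. The fall of Lars2 with stage is to be read with this limit.

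A delay of the homozygous embryos would make the genotype difference at E9.5 run against the change with stage. Over 3612 genes changed with stage in both genotypes the slope was 0.0413, of the opposite sign. In 20 simulations without a genotype difference the slope ran from −0.0107 to 0.00428. However, 3 of 10 splits had a slope as far from 0, so the slope does not decide by itself. Of 14 lists, 6 ran against the stage change in heterozygous embryos, as a delay would give. Both differences use the heterozygous E9.5 libraries with opposite sign, so noise in these libraries alone favours this direction. The count of lists is therefore no evidence for a delay. Stage and E9.5 genotype medians were 0.41 and −0.44 for facial ectomesenchyme and −0.41 and 0.65 for endothelium. They were 1.93 and −0.45 for trunk Hox genes and −0.48 and 0.13 for hypoxia and glycolysis. Erythroid cells and early neurons and ganglia, not past the threshold at E9.5, also ran against it. The other lists did not. Migrating neural crest genes fell with stage in heterozygous embryos (median −0.49) and were lower still in homozygous embryos at E9.5 (score −0.374 ± 0.0665, SE), which a delay would not give. The migrating neural crest genes argue against a delay as the whole cause. For the 6 lists that ran against the stage change, facial ectomesenchyme and endothelium included, a delay stays open.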
